# Transcriptomic markers meet the real world: finding diagnostic signatures of corticosteroid treatment in commercial beef samples

**DOI:** 10.1186/1746-6148-8-205

**Published:** 2012-10-30

**Authors:** Sara Pegolo, Guglielmo Gallina, Clara Montesissa, Francesca Capolongo, Serena Ferraresso, Caterina Pellizzari, Lisa Poppi, Massimo Castagnaro, Luca Bargelloni

**Keywords:** DNA-microarray, LC-MS, Anabolic treatment, Cattle, Skeletal muscle, Urine

## Abstract

**Background:**

The use of growth-promoters in beef cattle, despite the EU ban, remains a frequent practice. The use of transcriptomic markers has already proposed to identify indirect evidence of anabolic hormone treatment. So far, such approach has been tested in experimentally treated animals. Here, for the first time commercial samples were analyzed.

**Results:**

Quantitative determination of Dexamethasone (DEX) residues in the urine collected at the slaughterhouse was performed by Liquid Chromatography-Mass Spectrometry (LC-MS). DNA-microarray technology was used to obtain transcriptomic profiles of skeletal muscle in commercial samples and negative controls. LC-MS confirmed the presence of low level of DEX residues in the urine of the commercial samples suspect for histological classification. Principal Component Analysis (PCA) on microarray data identified two clusters of samples. One cluster included negative controls and a subset of commercial samples, while a second cluster included part of the specimens collected at the slaughterhouse together with positives for corticosteroid treatment based on thymus histology and LC-MS. Functional analysis of the differentially expressed genes (3961) between the two groups provided further evidence that animals clustering with positive samples might have been treated with corticosteroids. These suspect samples could be reliably classified with a specific classification tool (Prediction Analysis of Microarray) using just two genes.

**Conclusions:**

Despite broad variation observed in gene expression profiles, the present study showed that DNA-microarrays can be used to find transcriptomic signatures of putative anabolic treatments and that gene expression markers could represent a useful screening tool.

## Background

The use of growth promoters in meat production has been banned in the European Union since 1988 due to the potentially adverse effects of hormone residues for the consumer. Council Directive 23/96/EC requires the EU member States to adopt National Monitoring Plans to control the illegal use of these compounds. Despite the ban, these substances are still administered and a black-market for the production, distribution, and use of multiple steroids has flourished [1]. To elude official controls, new anabolic compounds are developed and growth promoters are administered at low doses or combining different substances in hormone cocktails. To keep pace with such a moving target, constant innovation in screening and validation methods is necessary.

Anabolic steroids act on multiple organs and metabolic pathways either through primary interaction or secondary effects. For this reason, indirect approaches, based on the evaluation of perturbations of different biological systems, have been proposed to identify growth-promoter-treated animals. Target organ histology, transcriptomics, proteomics, and metabolomics have been explored as screening tools to better inform confirmative analysis [2-5]. The application of transcriptomics in toxicology has experienced an impressive growth in recent years, leading to the foundation of a new discipline, toxicogenomics [6]. Although toxicogenomics has mostly focused on the effects of pharmacological compounds in model species, it is increasingly applied to monitor the effects of xenobiotics in non-model species (e.g. eco-toxicogenomics). In this contest, gene expression profiles have been used to obtain indirect biomarkers for the use of growth promoters in beef meat production. Initially, quantitative real-time PCR was used to analyze the expression of candidate diagnostic genes. This approach has already been successfully applied in several studies on experimentally treated animals [7-12]. However, good candidate genes are often difficult to identify and the use of single or few gene markers provides a limited and biased view of the biological response to xenobiotics. Using either DNA microarray platforms or RNA-sequencing, it is possible to obtain whole-transcriptome expression profiles, which provide a broad and unbiased (hypothesis-free) picture of the biological response to toxicants. Thanks to the decreasing costs of genomic technologies, transcriptomics is starting to be applied to the identification of gene markers for anabolic treatments in beef cattle. Microarray analysis has been used so far to examine the effects of anabolic hormones in experimentally treated animals, as in the case of skeletal muscle samples from bulls administered with Dexamethasone (DEX) and DEX plus 17β-estradiol [13], and with trenbolone acetate plus estradiol [14], or livers from beef cattle after experimental treatment with dehydroepiandrosterone [15]. More recently, the potentiality of RNA- sequencing technology for the detection of growth-promoters abuse in cattle was explored and successfully used to screen for highly regulated genes to be proposed as biomarker candidates for detecting the treatment with trenbolone acetate plus estradiol [16].

In the present study, the use of transcriptomics is extended for the first time to unknown skeletal muscle samples, collected directly from beef cattle immediately after slaughtering. These samples are part of a larger survey during which also thymus and urine specimens were collected with the aim of detecting putative use of corticosteroids in commercial animals. Histological analyses on thymic samples were used following a validated protocol to classify samples as positive, suspect or negative for corticosteroid treatment and results have been reported previously [17], showing a relevant percentage of suspect animals for corticosteroid treatment compared to official data. Here, detection of DEX urinary excretion by Liquid Chromatography - Mass Spectrometry (LC-MS) was additionally implemented to provide direct evidence of illicit use of anabolic steroids. All samples (LC-MS positive and negative samples, positive, suspect or negative from histological analysis) were analyzed using a cattle-specific oligo-DNA microarray and compared with known negative controls. The goal of this study was to identify gene expression patterns that could classify unknown commercial samples as negative or putative positive (suspect) by comparison with untreated controls.

## Results

### LC-MS analyses

LC-MS analyses were performed on urine from the slaughtered animals to obtain an analytical confirmation for the thymus histological results [17]. First, the LC-MS method was validated and results of method validation are summarized in Tables 1 and 2. The method validation process for DEX analysis consisted of the analysis of 20 different blank urine samples in order to verify the absence of target analyte and potential interfering compounds. No interferences being detected in the analyte diagnostic chromatograms. Figure 1 reports the extracted ion chromatograms obtained from a blank urine spiked with betamethasone (rt 15.9 min) and DEX (rt 16.4 min) at 2.5 ng/ml, showing the ability of the chromatographic method to separate the peaks of the two isomeric corticosteroids so avoiding the possibility of misrecognition. For all the analytes, the confirmation of the identity according to Decision 2002/657/EC was demonstrated by comparing the relative retention time observed for the spiked analytes to the standards, furthermore two granddaughters ions, with a signal to noise greater than 3, were monitored and all ion ratios of samples were within the recommended tolerance when compared with standards (Table 1).

**Table 1:** Confirmation data of DEX in spiked urine analyzed by LC-MS^3^

**Analyte**	**RR**_**exp**_^**a**^	**RRT**_**req**_	**RRT**_**passed**_	**Ion ratio**_**exp**_^**b**^	**Ion ratio**_**req**_	**Ion ratio**_**passed**_	**LOQ (ng/mL)**
DEX	1.389	1.354-1.423	Y	0.990	0.790-1.190	Y	0.25

^a^ Relative retention time (min).

^b^ Area ratio of product ions from extracted ion chromatograms.

**Table 2:** LC-MS^3 ^validation

**Analyte/parameter**		**DEX**	
spike level (ng/ml)	0.25	0.50	2.50
repeatibility (R.S.D., %)	9.3	9.8	5.6
recovery (%)	89	92	110
linearity (r^2^, 0.20-10 ng/ml)		0.997	
LOD (ng/ml)		0.15	
LOQ (ng/ml)		0.25	
CCα (ng/ml)		0.19	
CCβ (ng/ml)		0.33	

Validation data for the determination of DEX in urine by LC-MS^3^ (n=18 at each level).

**Figure 1:**
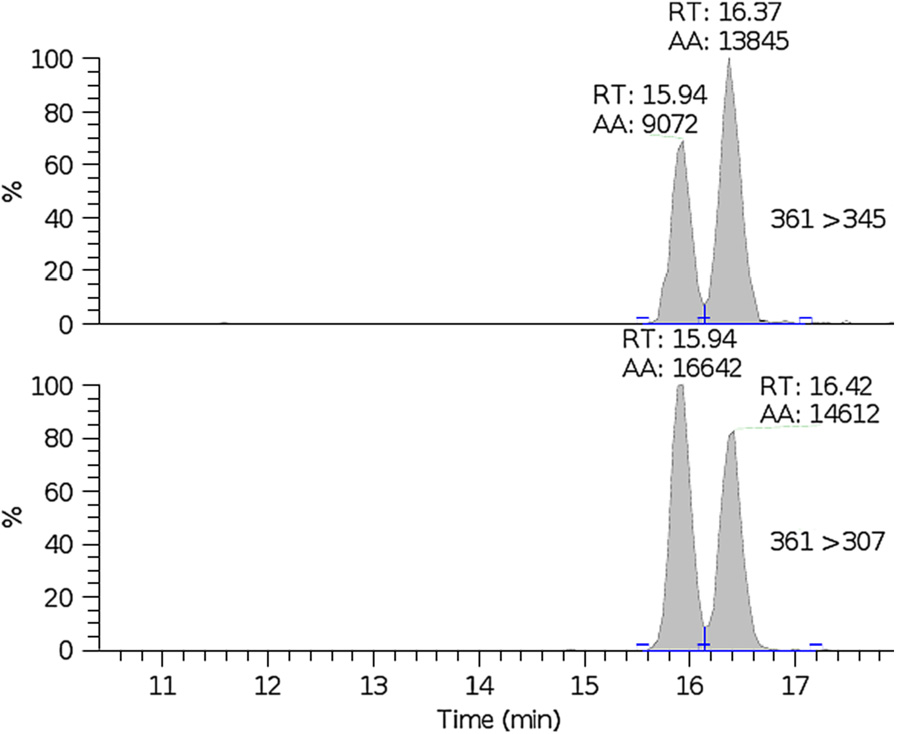
**Specificity of the LC-MS method.** Diagnostic ion chromatograms obtained in bovine blank urine sample spiked with 2.5 ng/mL of betamethazone (retention time 15.9 min) and DEX (retention time 16.4 min).

The results of LC-MS^3^ analysis confirmed the presence of DEX residues in urine of the four animals positive for histological data (P21, P54, P56, P57; Figure 2, Table 3). The concentration of DEX ranged from LOD and 1.2 ng/ml.

**Figure 2:**
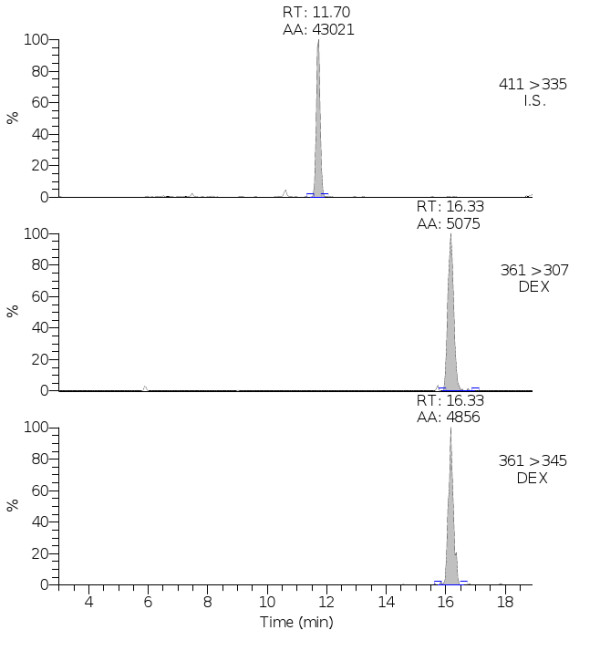
**Diagnostic ion chromatograms obtained from the analysis of the urine sample P21.** IS: internal standard; DEX: Dexamethasone.

**Table 3:** LC-MS^3 ^analysis for dexamethasone (ng/ml)

**sample**	**DEX (ng/mL)**
**K7**	n.d.
**K8**	n.d.
**K10**	n.d.
**K11**	n.d.
**K12**	n.d.
**C17**	n.d.
**C18**	n.d.
**C20**	n.d.
**C21**	n.d.
**C22**	n.d.
**C23**	n.d.
**C24**	n.d.
**C41**	n.d.
**C44**	n.d.
**C45**	n.d.
**C46**	n.d.
**C47**	n.d.
**C48**	n.d.
**P21**	0.5
**29**	n.d.
**36**	n.d.
**37**	n.d.
**38**	n.d.
**39**	n.d.
**49**	n.d.
**50**	n.d.
**51**	n.d.
**52**	n.d.
**P54**	1.2
**P56**	0.2 ^b^
**P57**	0.4
**58**	n.d.
**60**	n.d.
**61**	n.d.
**76**	n.d.
**78**	n.d.
**79**	n.d.
**81**	n.d.
**263**	n.d.
**265**	n.d.
**266**	n.d.
**269**	n.d.
**270**	n.d.

^a^ value > cut off factor.

^b^ value < LOQ.

n.d.: not detected (< LOD).

Results from urine randomly collected at slaughterhouse.

### Microarray analysis

Microarray experiments for all the 43 bovine skeletal muscle samples were performed.

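Biceps brachii muscle of 43 male cattle was hybridized, 1 animal per array, to a single-colour bovine oligonucleotide array of 44407 spots, of which 42990 carry 21475 gene probes. Of these probes, 21465 are printed as 2 spots and 10 as 6 spots. The arrays came from 4 animals positive for corticosteroid treatment (P21, P54, P56, P57), 21 unknown commercial animals, 5 cross-breed controls (K) and 13 Holstein controls. For each spot, the authors deposited a processed intensity that the scanner software had corrected for background and for trends across the array. These intensities were log2-transformed, normalized by cyclic loess over all 43 arrays and averaged over the spots of each probe, without the spots that the software marked as outliers. The arrays lay on 19 slides that were scanned on 13 days. The positive animals shared 2 slides with 4 unknown animals (50, 78, 79 and 81) and had no slide, scan day or scanner in common with the cross-breed controls. The Holstein controls shared no slide, scan day or scanner with the cross-breed controls either. The share of spots that the scanner software called well above background was 74.95% to 89.4% in the positive animals, 62.9% to 73.65% in the cross-breed controls and 62.3% to 73.2% in the Holstein controls. In the unknown animals it ran from 40.2% (animal 79) to 97.3% (animal 50).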

High quality, unbiased and reproducible gene expression data are always desirable in any DNA microarray experiment, but when the aim is to apply transcriptomics for the identification of illicit use of steroid hormones, data quality becomes essential for obvious reasons. Comparison of normalized, averaged spike-in signals across different experimental replicates provided a strong indication of the robustness of the normalization process as spike-in variation across samples was minimal. 

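Each array held 10 spike-in RNAs, each printed as 32 spots. After normalization, the SD of the log2 signal over the 43 arrays lay between 0.363 and 1.64 for these 10 RNAs, with a median of 1.47. The median SD was 1.55 without normalization and moved most, to 0.934, with normexp background correction. The mean log2 signal of the 7 brightest spike-in RNAs was 12.07 to 12.43 in the 4 positive animals, 12.53 to 12.95 in the 5 cross-breed controls and 12.47 to 13.4 in the 13 Holstein controls. In the 21 unknown animals it ranged from 7.75 to 13.03, with a median of 11.94. The lowest means belonged to animals 52 (7.75), 76 (7.76), 39 (7.94), 61 (8.30) and 29 (8.41), on 3 slides scanned on 3 days, and the same 5 animals had the lowest means before normalization, from 7.34 to 8.82. Animal 60, on a slide with 2 of them, had a mean of 12.22.

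**Figure D1:**
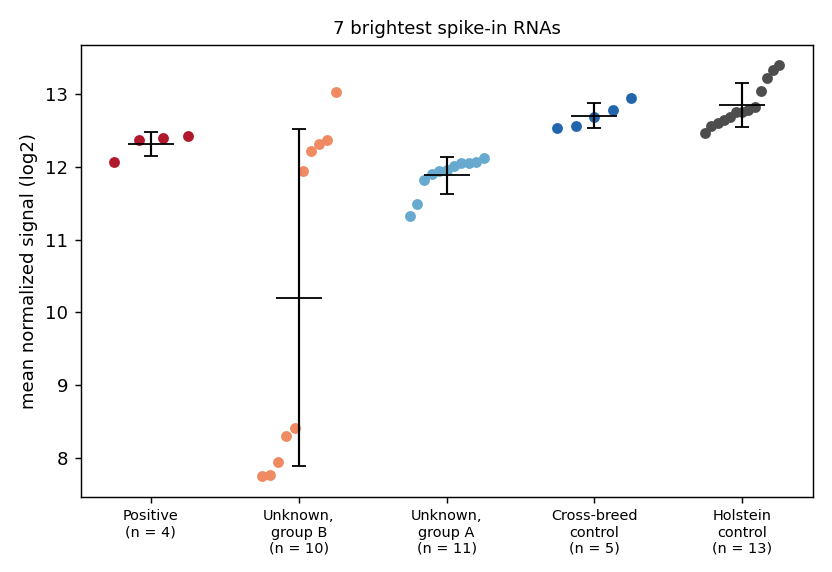
Mean normalized log2 signal of the 7 brightest spike-in RNAs, with 1 dot per animal and the mean and SD of each group as lines; the unknown animals are divided into the groups A and B of Figure 3B. The 5 animals from 7.75 to 8.41 all belong to group B, while every other animal lies at 11.33 or above.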

The filtering process on the basis of the second lowest spike-in concentration resulted in removing 1,340 unique transcripts. 

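A probe was left out here where its normalized log2 signal was under 4 on at least 30 of the 43 arrays. This removed 5121 of the 21475 probes and left 16354. A limit at the mean log2 signal of the second dimmest spike-in RNA, 3.4, removed 3868 probes.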

Finally, gene-specific quantitative (q) RT-PCR assays were developed and used to quantify relative expression of 10 genes in the whole set of samples. As shown in Table 4, a positive and significant correlation of expression values was found for all validated genes. The overall correlation of FC values calculated for the two methods (qRT-PCR and DNA-microarray) also showed a high correlation coefficient (Spearman’s rho=0.87; *P *< 0.001).

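Across the 10 genes of Table 4, the array fold changes computed here between group B and group A gave a Spearman's rho of 0.766 with the paper's qRT-PCR fold changes (two-sided permutation test with 100000 permutations, p = 0.013; jackknife standard error over the genes 0.202). Pearson's r on the log2 scale was 0.921 (p = 3.8e-04, same test). All 10 genes had the same sign by both methods. HOXA9 entered with the mean of the 2 probes of its primer accession, a fold change of -13.4 computed from signals that were mostly not well above background in group B. Without HOXA9, rho was 0.678 and r was 0.934. These are correlations across genes, which are not independent replicates, and the qRT-PCR values of single animals were not analysed here.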

**Table 4:** Spearman’s rho for the set of selected genes used for qRT-PCR validation

**Gene Symbol**	**Spearman’s rho**	**FC qRT-PCR**	**FC Array**
AMPD1	0.881***	−4.0	−3.0
ANKRD35	0.923***	1.9	2.5
BVLRB	0.598***	1.5	2.8
DDIT4L	0.892***	−3.6	−5.5
GLUL	0.914***	−2.2	−2.3
HOXA9^a^	0.799***	−163.7	−111.9
MEN1	0.504**	1.2	2.0
NAT14	0.846***	2.2	1.6
S100-B	0.902***	1.8	2.0
SIRT3	0.876***	1.8	2.4

^a^ HOXA9 gene expression values evaluated by qRT-PCR in some suspected samples were below the limit of detection and therefore arbitrary values were assigned.

FC was calculated comparing group B *vs* group A animals.

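The array fold changes of group B over group A were 2.89 for ANKRD35, 2.79 for BLVRB, 2.07 for MEN1, 1.78 for NAT14, 3.27 for S100B and 1.63 for SIRT3. They were -2.52 for AMPD1, -4.77 for DDIT4L and -1.90 for GLUL. The primer accession of DDIT4L is not on the array, so that the probe described as DDIT4L (CB456831) was used. AMPD1 fell by 1.34 on the log2 scale (standard error 0.27, limma adjusted p = 1.19e-04). ANKRD35 was higher by 1.53 (adjusted p = 1.66e-06). Changes of GLUL, NAT14 and SIRT3 had adjusted p of 0.0204, 3.12e-04 and 0.00367 but stayed under 2-fold. NAT14 passed 2-fold with cyclic loess on every pair of arrays (log2 change 1.20), and GLUL with the slide as a random block (-1.12). The change of GLUL was smaller with cyclic loess on every pair of arrays (log2 change -0.57). Among the unknown animals alone it was -0.38 (limma adjusted p = 0.436). MEN1 dropped under 2-fold under 4 alternatives (log2 change 0.84 to 0.99), and AMPD1 among the unknown animals alone (-0.87). Where a probe was not well above background on every array of a group, its fold change is given as a lower limit. For this, dimmer signals were raised to the lowest level at which any probe of that array was well above background. This level was 0.634 on P57 and -0.338 on animal 50. Probes with a mean log2 signal under 4, olfactory receptors left out, had medians of 2.92 and 2.89 there. Signals of the brighter group were kept, also where they were not well above background. The limits given by this rule are therefore approximate and can be too high. By this rule HOXA9 was at least 23.4-fold lower in group B at probe A_73_116160, 26.9-fold at A_73_119831 and 4.99-fold at A_73_120553. The fourth HOXA9 probe, A_73_101190, had a log2 change of -0.30 (adjusted p = 0.813).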

**P < 0.01; ***P < 0.001.

After data extraction, normalization, and filtering, processed signals for 20,155 unique transcripts in 43 muscle samples were analyzed using PCA. The rationale for using this exploratory statistical tool is based on the need to reduce the inherent multidimensionality of microarray data and to avoid assumptions on the classification of the samples, without prior distinction between negative controls, positive samples, and unknown commercial specimens. The first two components, which account for a substantial fraction (71.2%) of the total variance, clearly identified four main groups (Figure 3A). 

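In the PCA of 43 arrays, on the log2 signals of 16354 probes centred on their means, component 1 took 26.1% of the variance (jackknife standard error over arrays 2.66) and component 2 took 20.4% (standard error 3.60). Both together took 46.5% (standard error 3.57), and the third took 9.9%. Component 1 moved most with cyclic loess on every pair of arrays, to 30.9%. Component 2 and both together moved most with each probe scaled to unit variance, to 14.5% and 39.2%.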

Negative controls were broadly distributed along the x-axis, which explained 42.8% of the total variance. 

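Scores on component 1 were 32.7 ± 25.1 (SD) in the 13 Holstein controls and -48.8 ± 5.6 (SD) in the 5 cross-breed controls. A two-sided exact permutation test over 8568 splits gave p = 1.17e-04, the smallest p they allow. With cyclic loess on every pair of arrays, the means on component 1 were -38.2 and -37.8. Under this setting the control groups lay apart on component 2 instead, at 61.7 ± 31.0 (SD) and -39.0 ± 3.2 (SD). No slide, scan day or scanner held arrays of both control groups, so that no score could be compared within a batch.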

All the 13 Holstein samples were clustered in group 1, while the remaining five known samples, all cross-breed (Limousine × Charolais), were included in group 2 (Figure 3A). 

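The 13 arrays of group 1 scored from -5.5 to 78.8 on component 1 and from -119.2 to 3.0 on component 2. The 10 arrays of group 2 scored from -105.1 to -38.4 and from -69.1 to 25.5. On component 2, the mean of the Holstein controls was -50.6 ± 36.6 (SD) and that of the cross-breed controls was 19.9 ± 5.0 (two-sided exact permutation test, p = 0.00105).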

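The 13 arrays of group 3 in Figure 3A scored from 1.1 to 61.3 on component 1 and from -31.1 to 65.1 on component 2, and the 7 arrays of group 4 from -78.8 to 32.7 and from -7.1 to 46.4. Among the arrays of group 3, animals P21, P54, P56 and P57 scored 52.9 ± 4.3 (SD, n = 4) and 61.7 ± 4.0. On both components their scores lay above those of all 5 cross-breed controls (two-sided exact permutation test, p = 0.00794, the smallest p that 126 splits allow).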

Group 3 included all the four samples (P21, P54, P56, P57) classified as positive for corticosteroid treatment by both histological and LC-MS analyses and the group 4 comprised exclusively samples collected at the slaughterhouse. The two sets of controls were different also with respect to age, as untreated animals in group 1 were animals between 13 and 18 months old, those in group 2 were all 18 months old bulls. To explore the potential association of breed (Holstein, Limousine, Charolais, cross-breed) with the separation of samples along the two principal axes, a one-way ANOVA was carried out using breed as the discriminant variable and individual samples PCA scores either on the x- or the y-axis as dependent variable. A significant partition of samples along both axes (x-axis F = 4.515, p < 0.01; y-axis F = 21.58 p < 0.0001) was evidenced. After excluding Holstein samples, the other breeds were homogenously distributed on both components (x-axis F = 0.225 p = 0.8; y-axis F = 1.585 p = 0.223). Age of animals showed no significant correlation with sample scores on the first component (Spearman rho = 0.21 p = 0.20) and the second one (r = 0.16 p = 0.34). For a few animals the age was putatively approximated during veterinary inspection at the slaughterhouse.

**Figure 3:**
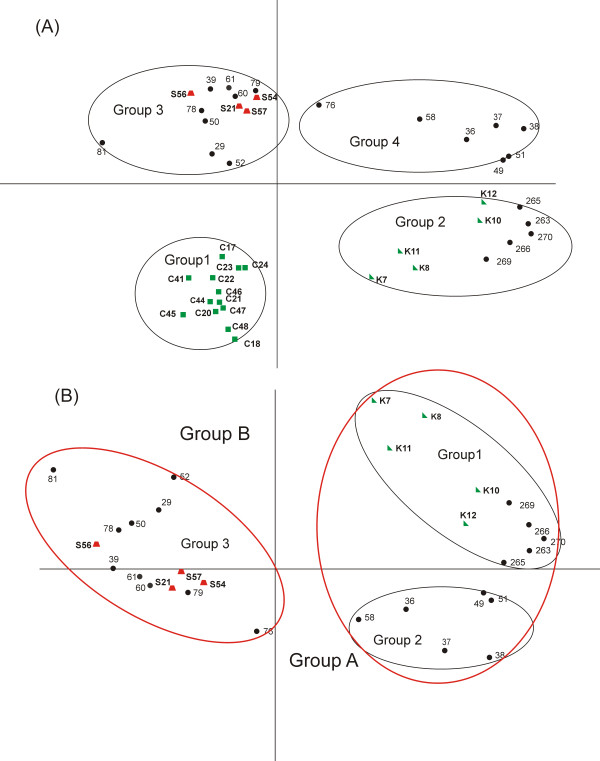
**PCA of the bovine skeletal muscle gene expression profiles.(A)** PCA plot shows the two principal components of greatest variation which cover 42.8% (x-axis) and 28.4% (y-axis) of the total variance. **(B)** PCA plot excluding Holstein samples; x-axis and y-axis cover 56.2% and 14.7% of the total variance, respectively. Green triangles represent one set of controls (K, mixed-breed), green squares the second set of controls (C, Holstein), red trapeziums the animals positive for corticosteroid treatment at histological analyses and LC-MS (P) and black circles the unknown animals.

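Between the 13 Holstein and the 5 cross-breed controls, limma called 3361 of 16354 probes at an adjusted p under 0.05 and a fold change of at least 2. Of these, 1777 (52.9%) were higher and 1584 lower in the Holstein controls. The count moved most with normexp background correction, to 1348. With 75th percentile scaling, which moved the median log2 change of all probes to -0.11, 35.4% of 3634 called probes were higher. Leaving out each cross-breed control in turn gave 3155 to 3302 called probes. Because no slide, scan day or scanner held arrays of both control groups, the breed and the batch cannot be told apart here.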

Based on these results, the observed dispersion of negative controls is likely to be attributable to the inclusion of Holstein animals, which is a rather different breed than the French breeds or their crosses that are prevalent in the study. However, breed did not explain the separation of all other samples. Two additional variables that are known to largely affect gene expression in the skeletal muscle, gender and muscle type [18], could be excluded as they were identical for all samples by experimental design.

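The array carries probes of genes whose expression in muscle depends on the position in the body or on the sex, and their levels were compared over the 43 animals. HOXA9 (probe A_73_116160) had a log2 signal of 9.49 to 10.93 in the 23 animals of groups 1 and 2 of Figure 3A and of 1.41 to 6.22 in the 20 animals of groups 3 and 4. At A_73_119831 the ranges were 10.3 to 11.67 and 1.77 to 5.74. HOXC6 ran from 3.18 to 8.2 in groups 1 and 2 and from 9.73 to 10.82 in groups 3 and 4, and TBX15 from 9.39 to 10.9 and from 7.57 to 9.05. These 3 genes were singled out after their values were seen. Of the 16354 probes tested, 96 had ranges that did not overlap between these sets of animals. In 1000 random splits of the arrays into sets of the same sizes, at most 0 did. Groups 1 to 4 had been drawn from a PCA of these same arrays, so that random splits are no test of these sets. The probes of AMPD1, ANKRD35, S100B, SIRT3, ARPC1A and FRZB, and the one used for DDIT4L, were among the 96. The 20 animals of groups 3 and 4 include 6 unknown animals of group A. Arrays of both sets shared 1 slide and 1 scan day. The Y-linked gene ZFY had a log2 signal of 2.84 to 4.53 in the 11 unknown animals of group A in Figure 3B and of 5.47 to 7.26 in the other 32 animals. XIST, also chosen after its values were seen, had a mean log2 signal of 5.62 ± 0.58 (SD) in the same 11 animals and 5.73 ± 0.76 (SD, n = 5) in the cross-breed controls (two-sided exact permutation test, p = 0.762).

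**Figure D2:**
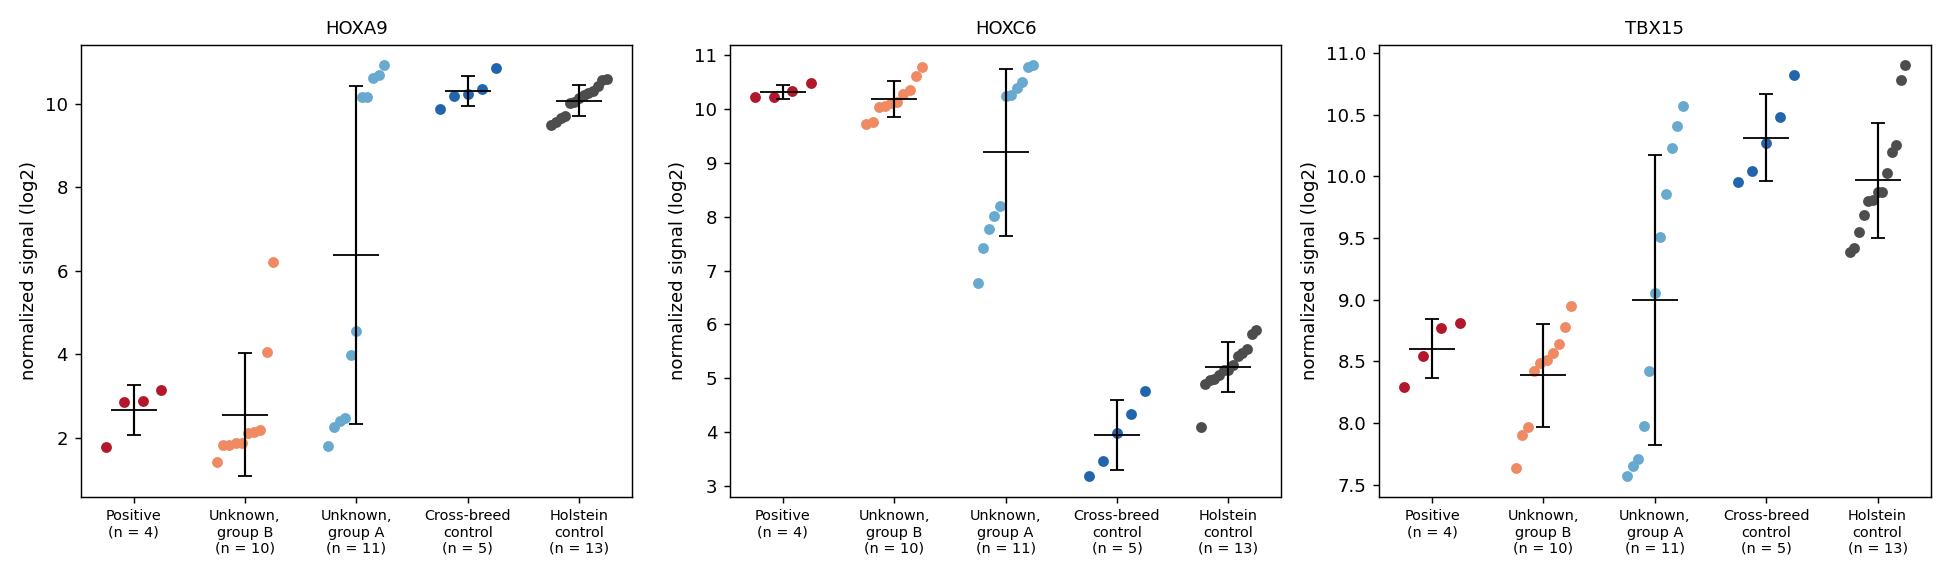
Normalized log2 signal of HOXA9 (probe A_73_116160), HOXC6 and TBX15, with 1 dot per animal and the mean and SD of each group as lines. The unknown animals of group A lie on both sides in HOXA9, 6 of them at the level of the positive animals.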

To avoid possible distortion in the PCA plot due to breed effects, Holstein samples were excluded from the subsequent analyses and the PCA was repeated (Figure 3B). Here, the first two components, which account for 70.9% of the total variance, identified two groups. The x-axis, which explained 56.2% of variance, separated group A, which included the negative controls and some unknown animals, from group B, which comprised all four positive samples and other unknown samples.

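In the PCA of the 30 arrays left without the Holstein controls, component 1 took 37.7% of the variance (jackknife standard error over arrays 4.54), component 2 took 13.6% (standard error 2.25) and both took 51.3% (standard error 3.79). When the 30 arrays were also normalized without the Holstein arrays, the shares were 40.9% and 12.8%. Group B scored from 23.5 to 82.6 and group A from -104.9 to -17.7 on component 1. The ranges of both groups overlapped with 75th percentile scaling (-35.7 to 147.4 and -81.7 to 12.2) and with cyclic loess on every pair of arrays (-20.0 to 150.7 and -101.9 to -6.0). The 4 positive animals had a mean score of 78.0 ± 5.1 (SD) and the 5 cross-breed controls of -32.7 ± 5.9 (SD). On component 2, the scores of group B, from -31.0 to 25.4, lay within those of group A, from -88.4 to 65.9.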

To evaluate the statistical significance of the observed clustering, microarray data for the group B were compared to the group A in a two-class unpaired data SAM test. 

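Between the 14 arrays of group B and the 16 arrays of group A, limma called 3825 of 16354 probes, of which 2171 (56.8%) were higher and 1654 lower in group B. An adjusted p under 0.05 alone was reached by 9609 probes. Both groups had been drawn from the PCA of the same arrays, and no slide or scan day held arrays of both, so that no count could be had within a batch. With the slide as a random block, 3288 probes were called, and 3066 of the 3825 probes were among them. The count moved most with normexp background correction, to 848 probes. The share of higher probes was 66.6% of 3646 with 75th percentile scaling, 41.2% of 4528 with quantile normalization, 41.6% of 4955 with cyclic loess on every pair of arrays and 77.6% of the 848. Quantile normalization moved the median log2 change of all probes from -0.03 to -0.15, and cyclic loess on every pair of arrays moved it to -0.13. A SAM statistic with 100 permutations called 3257 probes, 1807 of them higher. Among called probes well above background on every array of the brighter group, the largest fitted increases were those of TMEM218 (34.5-fold, adjusted p = 3.73e-18), BAIAP2L2 (33.3-fold, adjusted p = 4.99e-16) and MOCS3 (33.0-fold, adjusted p = 2.73e-17). The Holstein controls had mean log2 signals of 13.16 for TMEM218, 11.42 for BAIAP2L2 and 14.79 for MOCS3, close to the means of group B (13.3, 11.4 and 14.68). Of the decreases, FRZB was at least 31.5-fold lower, MYH1 fell by 3.90 on the log2 scale (adjusted p = 0.00237) and LOC520988 by 3.71 (adjusted p = 2.43e-04). MYH1 was not called among the unknown animals alone (adjusted p = 0.126) or with the scan day as a random block (adjusted p = 0.0571).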

Even enforcing a stringent false discovery rate (FDR, 0%) and a conservative fold-change (FC) threshold (2-fold), a large number of differentially expressed genes (DEG) was obtained, with 2,351 up-regulated and 1,610 down-regulated transcripts (see Additional file 1 and Additional file 2), suggesting a highly significant difference in expression profiles between group A and group B in Figure 3B.

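Additional file 2 lists the 1610 down-regulated transcripts. Of these, 1449 passed the filter on dim probes applied here and 1210 were called lower in group B, where 1654 probes were called lower in all. All 1610 had a lower mean log2 signal in group B. Pearson's r across these probes between the paper's log2 fold change and the difference of mean log2 signals was 0.904, and 0.942 with the ratio of unlogged means; probes are not independent replicates. Of Additional file 1, 1999 of 2351 transcripts were at hand, and no overlap was computed with it.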

To explore the functional significance of the observed difference, enrichment analysis of DEG was carried out yielding several significantly enriched Gene Ontology (GO) terms and KEGG pathways (Table 5). Different signaling pathways (G-protein coupled receptor protein signaling pathway, cell surface receptor linked signal transduction, olfactory receptor activity) were found to be differentially regulated. In particular, the expression of several genes encoding odorant receptors (ORs) was significantly up-regulated. 

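Of 265 probes described as olfactory receptors, 51 passed the filter on dim probes. Their median log2 change was -0.24, with 7 probes called higher and 13 called lower in group B. The set did not pass limma camera (two-sided, adjusted p = 0.185) and passed limma's fry as lower (adjusted p = 0.0301). It passed camera as higher with normexp background correction (adjusted p = 6.17e-04), without the filter (1.33e-05) and with a filter on signal well above background (8.47e-08), where its median change was above 0. The counts adjusted over the list alone were the same. The other normalizations with this filter gave 1 to 6 probes called higher. Over all 265 probes, the median log2 signal of an array was 2.59 to 4.38 in group B and 2.23 to 3.27 in group A. For 5973 other probes with a mean log2 signal under 4, it was 2.66 to 3.16 and 2.5 to 3.03. Within group B, the median of the 265 probes was 3.0 to 4.38 on the 8 arrays of scan day 6 and 2.59 to 4.16 on the 6 arrays of scan days 7 to 9. Of the latter, animals 29, 39, 52 and 76 had 2.59 to 2.71, within the range of group A. Animals 60 and 61, on the same slide as 52, both had 4.16. On scan day 6, animal 79 had 3.0 and the others 3.76 to 4.38.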

ORs are expressed in several tissues, but their function outside the olfactory epithelium is largely unknown. However, it has been recently reported that ORs might have a relevant role in myogenesis and muscle regeneration. Griffin and colleagues [19] analyzed 18 OR genes and found that 13 were up-regulated during myogenesis in primary cultured of mouse muscle cells. Most ORs were over-expressed during myoblast fusion. In vivo expression analysis of one OR (MOR23) demonstrated that ORs have an important role during muscle regeneration, guiding cell migration and fusion. In a previous study, Carraro and colleagues [13] examined gene expression profiles of bulls administered with a sub-therapeutic dose of DEX for 43 days in comparison with untreated controls. Within the large set (835) of transcripts that were significantly up-regulated in DEX-treated animals, several genes were found to be involved in regulatory pathways that control myoblast differentiation and skeletal muscle regeneration. Interestingly, the list of up-regulated genes in that study included 13 OR-encoding genes [13], similar to what observed in group B animals in the present work, which showed up-regulation of 56 OR-coding genes.

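Without the filter on dim probes, 115 of the 265 olfactory receptor probes (43.4%) were called higher in group B and 25 lower. In 10000 lists of other probes matched on mean signal, the median share called higher was 21.9% (95% of lists between 17.4% and 26.4%), and 0 lists held as many. Of the 115 probes, 114 were well above background on most arrays of group B, 0 were so on all of them and 39 were so on no array of group A. Their median log2 signal was 4.2 in group B and 2.49 in group A. Under the main filter, 9254 of 10000 matched lists had at least as many probes called higher as the olfactory receptors. The paper relates these genes to a previous study of bulls given DEX, whose up-regulated genes also included genes encoding ORs.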

**Table 5:** GO Biological Process, GO Molecular functions and KEGG pathways analysis of differentially regulated genes

**Category**	**Term**	**Count**	**PValue**	**FE**
GO_BP_FAT	G-protein coupled receptor protein signaling pathway	114	1.44E-05	1.446
GO_BP_FAT	Cell surface receptor linked signal transduction	162	3.14E-05	1.328
GO_BP_FAT	Regulation of transcription, DNA-dependent	125	0.014	1.200
GO_BP_FAT	Regulation of RNA metabolic process	126	0.021	1.182
GO_BP_FAT	tRNA thio-modification	4	0.022	5.332
GO_BP_FAT	Regionalization	19	0.023	1.688
GO_BP_FAT	Pattern specification process	23	0.030	1.552
GO_BP_FAT	Anterior/posterior pattern formation	15	0.031	1.777
GO_BP_FAT	Peptide transport	8	0.037	2.369
GO_BP_FAT	tRNA wobble uridine modification	4	0.048	4.265
GO_BP_FAT	tRNA wobble base modification	4	0.048	4.265
GO_BP_FAT	Pancreas development	4	0.048	4.265
GO_BP_FAT	Positive regulation of organelle organization	8	0.049	2.245
GO_CC_FAT	Intrinsic to membrane	405	2.21E-05	1.157
GO_CC_FAT	Integral to membrane	390	2.86E-05	1.160
GO_CC_FAT	Myofibril	20	8.78E-05	2.511
GO_CC_FAT	Contractile fibre	20	1.84E-04	2.400
GO_CC_FAT	Sarcomere	17	4.27E-04	2.481
GO_CC_FAT	Contractile fibre part	17	8.64E-04	2.354
GO_CC_FAT	Intermediate filament cytoskeleton	18	0.003	2.025
GO_CC_FAT	Intermediate filament	18	0.003	2.025
GO_CC_FAT	I band	11	0.004	2.582
GO_CC_FAT	Keratin filament	10	0.008	2.571
GO_CC_FAT	Z disc	10	0.008	2.571
GO_CC_FAT	Transcription factor complex	22	0.020	1.627
GO_MF_FAT	Olfactory receptor activity	42	9.56E-04	1.629
GO_MF_FAT	Calcium ion binding	95	0.004	1.292
GO_MF_FAT	Passive transmembrane transporter activity	52	0.027	1.312
GO_MF_FAT	Channel activity	52	0.027	1.312
GO_MF_FAT	Substrate specific channel activity	51	0.028	1.312
GO_MF_FAT	Ion channel activity	50	0.033	1.306
GO_MF_FAT	Transcription factor activity	73	0.033	1.236
KEGG	Olfactory transduction	54	2.24E-05	1.725

GO, Gene Ontology; BP: Biological Process; MF, Molecular Function; CC, cellular component; *P* value: modified Fisher exact *P* value calculated by DAVID software; FE, Fold Enrichment defined as the ratio of the two proportions: input genes involved in a biological process and the background information.

DAVID functional annotation of the complete list of differentially regulated genes between group A and group B (see Figure 3B).

Several sarcomere proteins were differentially regulated as well. High doses of DEX were reported to lead to muscle atrophy, mostly affecting fast twitching fibres [20]. A recent study by Stella and colleagues [21], comparing protein expression profiles between beef cattle treated with DEX, alone or in association with clenbuterol, using 2D protein gel electrophoresis and mass spectrometry confirmed that the administration of DEX favors a slow fiber phenotype. Stella and co-workers reported that fast fiber specific proteins (e.g. myosin light chain 1, myosin light regulatory chain 2, and isoform 3 of troponin T) and glycolytic enzymes were significantly under-expressed in DEX-treated animals, while myosin light chain 6B (MYL6B) alkali smooth muscle and non-muscle and isoform 1 of troponin T (TNNT1) were significantly over-expressed. 

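TNNT1 had a mean log2 signal of 17.79 ± 0.19 (SD, n = 14) in group B and 15.82 ± 0.78 (SD, n = 16) in group A, a log2 change of 1.97 (standard error 0.21, adjusted p = 5.12e-09). Its spots were saturated on 1 array of group B. MYL6B was higher by 1.92 (standard error 0.24, adjusted p = 7.8e-08), and MYBPC1, which encodes the slow type of myosin binding protein C, by 1.70 (standard error 0.29, adjusted p = 9.25e-06). The change of MYBPC1 was 1.12-fold between the positive animals and the cross-breed controls (adjusted p = 0.481). Of 10 probes of slow fibre genes, 5 were called higher in group B (MYBPC1, MYH7, MYL2, MYL6B, TNNT1) and 0 lower, with a median log2 change of 0.99 (limma camera, two-sided, adjusted p = 0.00894). Of 8 probes of fast fibre genes, 7 were called lower, with a median of -2.68 (adjusted p = 0.0174). Of 12 probes of glycolytic enzymes, 5 were called lower (GAPDH, LDHA, PGK1, PKM, PYGM), with a median of -0.78 (adjusted p = 0.00709). Each of these 3 counts was the same when adjusted over the list alone. MYL2 and the 5 enzymes were named after their values were seen. The set of slow fibre genes had an adjusted p of 0.0997 with cyclic loess on every pair of arrays, and the glycolytic enzymes 0.102 with 75th percentile scaling. All 3 sets passed limma's fry test, with adjusted p of 2.74e-06 for the slow fibre genes and 8.14e-06 for both others, and none passed camera with a correlation estimated from the data (adjusted p = 0.481).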

In agreement with such evidence, transcripts encoding TNNT1, MYL6B, and myosin binding protein C slow type were up-regulated in group B animals of the present work while three glycolytic enzymes were significantly under-expressed.

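The probes of MYO9B (log2 change 1.86, adjusted p = 5.09e-08) and MYLK (1.67, adjusted p = 8.37e-09) were well above background on all 30 arrays. MYH7 was higher in group B by 1.21 (adjusted p = 1.12e-09), but by 0.94 with quantile normalization and 0.47 with cyclic loess on every pair of arrays. MYO7B, MYO18B, MYO16 and MYLIP were called higher by at least 2.65-, 2.37-, 4.04- and 2.2-fold. MYO16 was not called with normexp background correction (log2 change 0.59). MYH15 failed the filter on dim probes. Its probe was well above background on 10 of 14 arrays of group B and on 1 of 16 of group A, at least 6.29-fold higher. MYH7B, which the paper does not name by this symbol, was not called (log2 change 0.69, adjusted p = 0.123). No probe of the array was named MYH4 here.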

Different myosin isoforms (18B, 7B, 16, 9B), myosin heavy chain 7 (MYH7), 15 (MYH15), 4 (MYH4), myosin regulatory light chain interacting protein (MYLIP) and myosin light chain kinase (MYLK) were up-regulated in group B animals, supporting previous studies showing that glucocorticoids can promote myogenic repair and myoblast proliferation. In particular, while high doses of glucocorticoids in vitro impair C_2_C_12_ myoblast proliferation rate and differentiation capacity, lower doses increase the myogenic fusion efficiency of C_2_C_12_ cells [22].

Also ion channel activity was found to be modified between the two groups of animals. In particular, several genes involved in calcium signaling pathways were up-regulated. It has been reported that Ca^2+^-dependent calcineurin signaling mediates skeletal muscle hypertrophy upon stimulation with IGF1 or insulin associated with DEX [23]. 

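Of 75 probes described as calcium channels, ryanodine receptors or with calmodulin or calcineurin, 11 were called higher and 17 lower in group B, and the counts adjusted over the list alone were the same. Their median log2 change was -0.34 (limma camera, two-sided, adjusted p = 0.046; limma's fry, adjusted p = 1.26e-07). Camera gave an adjusted p of 0.0762 to 0.338 under the other 7 normalizations and filters and 0.481 with an estimated correlation.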

Calcineurin is a calcium-activated protein phosphatase which, upon activation, transduces signal by removing specific phophorylation of the cytoplasmic transcription factor nuclear factor of activated T-cells (NFAT). This allows NFAT translocation to the nucleus, where it activates the transcription of IL-4, a cytokine that has a key role in autocrine/paracrine control of mammalian muscle growth [24]. 

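The IL4 probe failed the filter on dim probes. It was well above background on 9 of 14 arrays of group B and on 0 of 16 arrays of group A, and at least 2.25-fold higher in group B (log2 change 1.78, adjusted p = 2.39e-07 without the filter). With normexp background correction its log2 change was 0.31 (adjusted p = 1.56e-04). Of the 2 IL4R probes, A_73_113482 was at least 2.81-fold higher in group B (adjusted p = 6.06e-06) and A_73_112133 was 1.28-fold higher (adjusted p = 0.00405). The first stayed under 2-fold with cyclic loess on every pair of arrays (log2 change 0.84) and with normexp background correction (0.55).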

In fact, IL-4 and IL-4 receptor were found to be over-expressed in group B animals sampled at the slaughterhouse as well as in DEX-treated bulls [13]. Muscle cell membrane depolarization due to K+ efflux has also been reported to activate calcineurin-mediated transcriptional responses [25]. Intriguingly, several potassium voltage-gated channels were over-expressed in group B animals.

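Of 28 probes of voltage-gated potassium channel genes, 9 were called higher and 6 lower in group B, also when adjusted over the list alone. Their median log2 change was 0.07 (limma camera, two-sided, adjusted p = 0.675). The median was below 0 with quantile normalization (-0.17), with the series matrix (-0.27), with cyclic loess on every pair of arrays (-0.57), with normexp background correction (-0.04) and without the filter on dim probes (-0.12).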

The putative similarity in the transcriptomic response in the skeletal muscle of beef cattle after low-dose administration of DEX [13] and in individuals clustering within group B in the present study is statistically relevant. Overall, 206 genes were up-regulated in both sets of samples, showing a highly significant concordance (Fisher Exact test, p < 0.0001). A few “common” transcripts are worth mentioning. Colony stimulating factor 3 receptor (CSF3R) is part of the JAK1-STAT1-STAT3 pathway, which was reported to induce myoblast proliferation [26]. Protein phosphatase 2 (PP2), whose regulatory subunit PP2R1A and catalytic subunit isoform PPP2CA were up-regulated, has an activating role in Wnt signaling, a pathway that was shown to be associated with satellite cell proliferation during muscle regeneration [27]. 

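PPP2CA was 2.2-fold higher in group B (log2 change 1.14, standard error 0.20, adjusted p = 1.3e-05). It stayed under 2-fold with cyclic loess on every pair of arrays (log2 change 0.77), with normexp background correction (0.65) and with the slide (0.95) or the scan day (0.89) as a random block. PPP2R1A had a mean log2 signal of 12.94 ± 0.17 (SD, n = 14) in group B and 13.14 ± 0.18 (SD, n = 16) in group A (adjusted p = 0.0347). No probe of the array was named CSF3R here.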

Actin-related protein 2/3 complex subunit 1A (ARPC1A) is part of a complex that has a critical role in myoblast fusion during either muscle development or regeneration [28]. Elevated expression of Delta-like 1 (DLK1) contributed to hypertrophy in callipyge sheep skeletal muscle [29], while experimental over-expression of DLK1 in mouse skeletal muscle induced hypertrophy [30]. 

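ARPC1A had a mean log2 signal of 12.1 ± 0.3 (SD, n = 14) in group B and 10.26 ± 1.14 (SD, n = 16) in group A (log2 change 1.85, standard error 0.30, adjusted p = 5.89e-06). Like HOXA9, ARPC1A did not overlap between groups 1 and 2 and groups 3 and 4 of Figure 3A. In both genes, 6 unknown animals of group A therefore lay on the side of group B. DLK1 was 2.64-fold higher in group B (standard error 0.22 on the log2 scale, adjusted p = 3.35e-06). The unknown animals of group A had a mean log2 signal of 13.84 for DLK1 and the cross-breed controls, also in group A, of 15.31. Between the positive animals and the cross-breed controls, DLK1 was 1.41-fold higher (adjusted p = 0.022).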

The highly significant concordance with gene expression modifications reported in DEX-treated cattle suggests that all animals of group B might have been illegally administered with DEX. This can explain, at least in part, the observed marked difference in gene expression profiles between group A and group B.

Gene expression data from positive samples and negative controls were also analyzed to evaluate the ability to classify unknown samples with a reduced set of informative markers, using a statistical approach for class prediction implemented in the Prediction Analysis of Microarrays (PAM) software. PAM has been extensively applied to classify cancer types based on individual tumor expression profiles. It uses the method of nearest shrunken centroids to find out the minimal set of genes that provides the greatest accuracy of class prediction. The program first performs a discriminant analysis on “known” samples (Training Sample Set) to choose the smallest panel of genes that provide the greatest accuracy of class prediction (the smallest misclassification error). In the present study, the training set consisted of 9 samples, representing two classes, negative and positive. For the former class, the 5 cross-breed control animals were included. For the latter, the 4 samples (P21, P54, P56, P57) that were classified as positive by LC-MS and thymus histological analyses. 

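Importin 9 (IPO9) had a mean log2 signal of 15.71 ± 0.11 (SD, n = 4) in the positive animals and 12.08 ± 0.62 (SD, n = 5) in the cross-breed controls, a 12.4-fold difference (limma adjusted p = 7.1e-06). Propionyl-CoA carboxylase beta chain (PCCB) had 12.50 ± 0.06 (SD, n = 4) and 11.42 ± 0.06 (SD, n = 5), a 2.11-fold difference (adjusted p = 5.01e-05). PCCB was not called with normexp background correction (log2 change 0.98) or with all 43 arrays in a common fit (adjusted p = 0.125). Nearest shrunken centroids, written from the definition of PAM and allowed 2 of 16345 probes, picked HOXA9 (A_73_116160) and CB168928. Neither class overlapped the other in 7075 of these probes (43.3%; chance gives 1.59%). In all, limma called 4597 of 16354 probes between both classes, 2347 of them higher in the positive animals. By fitted change, among called probes well above background on every array of the brighter class, the largest increases were those of MEIS2 (at least 113-fold), CB168928 (at least 61.7-fold) and LOC616345 (108-fold, adjusted p = 4.81e-06). CB168928 was well above background on 0 of 5 controls, so that its rank rests on control signals near background. The largest fitted decreases were those of LOC533625 (at least 244-fold) and of HOXA9 at A_73_119831 (at least 218-fold) and A_73_116160 (at least 190-fold). Of the called probes, 69.1% were higher with 75th percentile scaling, 39.1% with quantile normalization and 33.5% with cyclic loess on every pair of arrays. These scalings moved the median log2 change of all probes to 0.11, -0.13 and -0.25.

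**Figure D3:**
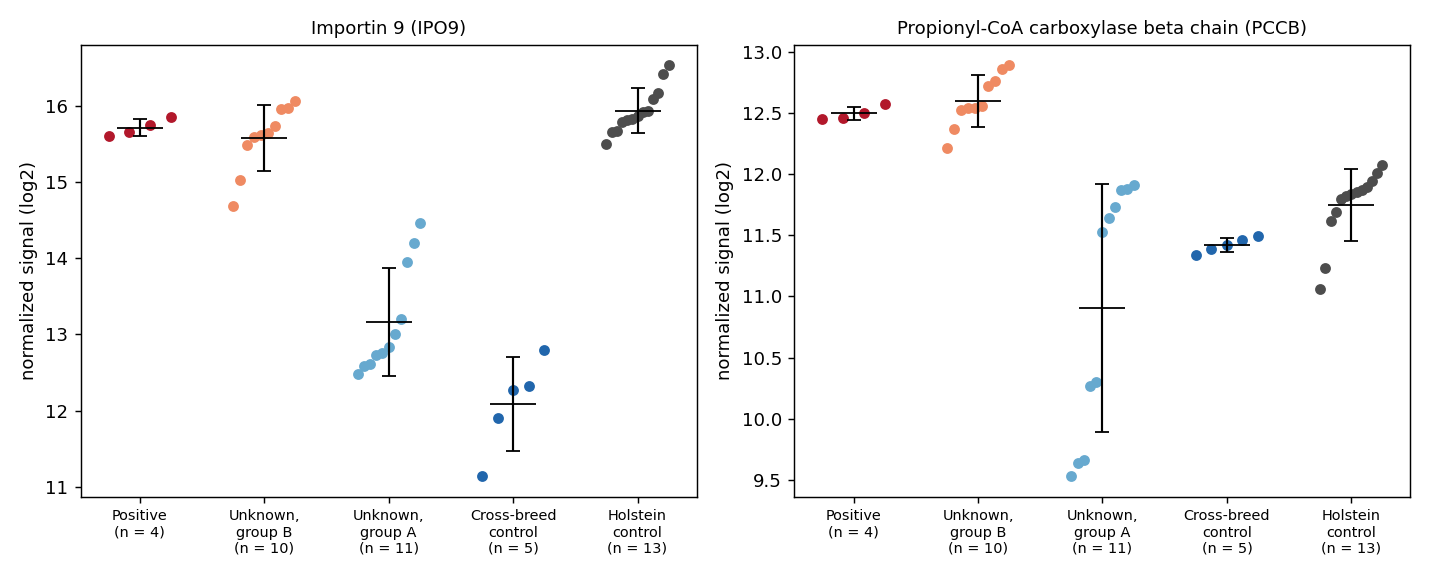
Normalized log2 signal of importin 9 and PCCB, with 1 dot per animal and the mean and SD of each group as lines; unknown animals are divided into the groups A and B of Figure 3B. The Holstein controls have a mean of 15.93 for importin 9 and 11.75 for PCCB.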

PAM allowed to exactly discriminate the two classes using only two genes (importin 9, propionyl-CoA carboxylase beta chain, mitochondrial precursor). The accuracy of class prediction using two genes on the Training Sample Set was then estimated through cross-validation (10% of samples were randomly extracted and classified based on the discriminant function calculated on the remaining cases). 

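Leaving out each of the 9 training arrays in turn, and picking 2 probes anew each time, classed 9 of 9 arrays correctly. With importin 9 and PCCB fixed, 9 of 9 were also correct, but the paper had picked both genes on these same arrays, so that this is no independent test. The cross-validation fell to 88.9% with the values of the authors' series matrix, where the training set picked EE914207 and C14H8orf34.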

Figure 4A shows that 100% accuracy was obtained for cross-validation. Finally, the two genes were used to classify all the samples (Test Sample Set) not included in the training set (21 commercial samples). 

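With importin 9 and PCCB, nearest shrunken centroids classed all 10 unknown animals of group B as positive and all 11 of group A as negative. With the 2 probes picked here, 10 unknown animals of group B were classed as positive and 5 of group A as negative. The other 6 (animals 36, 37, 38, 49, 51 and 58), which Figure 3A places in group 4, were classed as positive. Leaving out K10 from the training set, which then picked LOC533625 and HOXA9, classed 1 unknown animal of group A as negative, and leaving out K11 classed 6 so. The probes picked from the series matrix classed all 11 as negative, and those picked with normexp background correction 7. Of single probes with a limit midway between both training classes, 365 classed all 21 unknown animals as importin 9 and PCCB did.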

All animals originally clustering in group A were classified as negative, whereas all individuals in group B were predicted as putative positive (Figure 4B).

**Figure 4:**
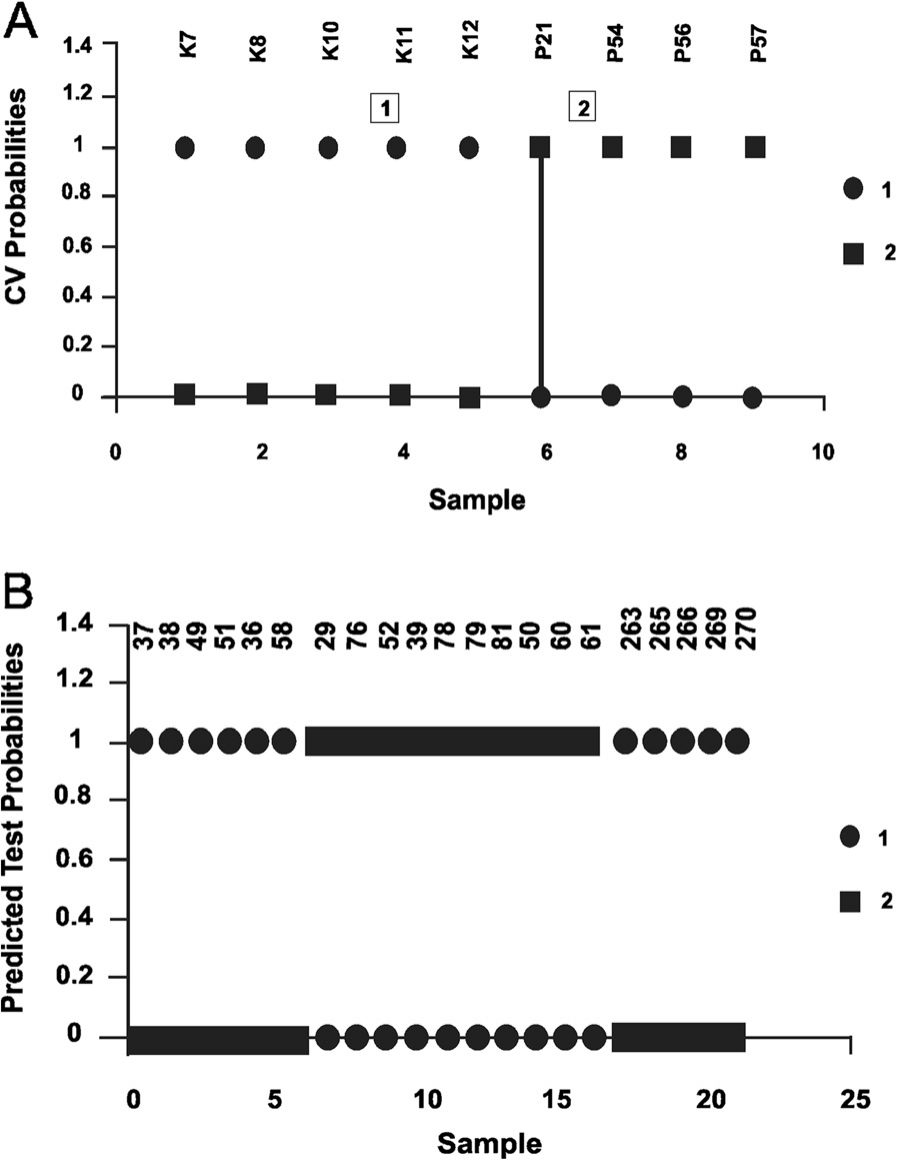
**Plot of cross-validated probabilities and test probabilities for sample classification.(A)** On *x*-axis individual samples: 1–5 negative controls, 6–9 samples positive at histological and LC-MS analyses; on *y*-axis the probability of being classified as controls (circles) or positive (rectangules). **(B)** On *x*-axis individual samples; on *y*-axis the probability of being classified as negative (circles, 1) or positive (rectangules, 2).

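The 13 Holstein controls, which were in neither the training set nor the test set, were classed here with the same centroids. Importin 9 and PCCB classed all 13 as positive, with probabilities of 0.982 to 1.000. HOXA9 and CB168928 classed 0 of them as positive (2.54e-05 to 0.208). This number was 1, 4 and 3 after K7, K11 or K12 was left out of the training set, 13 with the probes picked from the series matrix and 12 with those picked with normexp background correction. With a limit midway between the training classes, 13 Holstein controls lay on the positive side for importin 9 alone and 2 for PCCB alone. The paper proposes that a few gene markers might serve to classify samples reliably.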

## Discussion

Two main findings were observed in the present study. First, broad variation in gene expression profiles exists across both known and unknown samples. The causes of such variation are not completely clear, although breed appeared to be the most important. This observation reinforces the obvious, yet often overlooked, need for a most comprehensive representation of biological variation, when indirect biomarkers are applied outside controlled experimental settings. Second, after removing the main source of variation, unsupervised analysis of gene expression profiles showed a highly significant distinction between two groups, one including positive controls and a sub set of commercial samples, the other comprising all negative controls and the remaining unknown individuals. The observed separation was confirmed by a two-class SAM test that identified over 3,900 differentially expressed genes and a class prediction approach that was able to discriminate between the two groups using just two genes, using as a training set positive and negative controls and as test set all unknown samples. Functional annotation of up- and down-regulated transcripts showed several biological processes and molecular pathways that have been already reported in previous proteomic and transcriptomic studies to be altered upon controlled administration of low dosage corticosteroids. Such evidence seems to suggest that unknown animals clustering with LC-MS positive samples might have been administered with glucocorticoids as well. It cannot be completely excluded that all unknown samples in group B showed a transcriptomic profile similar to positive controls for other reasons than being treated with anabolic hormones. On the other hand, such explanation appears quite unlikely as both technical issues (e.g. systematic bias in microarray data) and biological variables known to affect gene expression profiles have been carefully controlled. Therefore, under the working hypothesis that group B samples should considered as suspect, how such hypothesis could be reconciled with the more limited evidence of positive animals (LC-MS) or suspects (histology)? 

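Among the unknown animals alone, limma called 4041 of 16354 probes between the 10 of group B and the 11 of group A, 2275 of them higher in group B. Of the 3825 probes called between the whole groups, 3249 were called here in the same direction. These groups had been drawn from a PCA that held the same arrays. The 4 positive animals and the 4 unknown animals of group B on the same slides differed in 0 probes (limma with the slide as a block), with 1873 probes at an unadjusted p under 0.05. Genes that glucocorticoids induce, 23 probes on a list, had a median log2 change of -0.003 between group B and group A (limma camera, two-sided, adjusted p = 0.959), while their mean change was 0.105. Of these probes, ANGPTL4 and KLF15, named after their values were seen, were called higher and 0 lower, also when adjusted over the list alone. Between the positive animals and the cross-breed controls, 1 (ANGPTL4) was called higher and 6 lower, again also over the list alone (limma camera, adjusted p = 0.0871; limma's fry, adjusted p = 0.00376). From the grouping of the unknown animals with the positive ones and the functional annotation of the DEG, the paper proposes that the unknown animals of group B might have been administered glucocorticoids as well.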

With regard to LC-MS results, one possible explanation is related to the fact that DEX or other corticosteroids are often illegally administered as diluted solution spread on feed and differences in drug uptake can be evidenced across treated animals. Such very low dosages and the rapid metabolism and excretion of these substances make determination of residues extremely difficult [31], even by using targeted GC/MS and LC/MS/MS methods [32-39]. The urinary parent compound and its metabolites concentration are very low during all the treatment time and completely absent a short time after the interruption of the treatment [40], while biological effects, including transcriptomic responses, might still be detectable as such effects are caused by anabolic compounds and often persist after the hormone has been eliminated. It is also well-known that corticosteroids are administered as cocktails of different chemical species with similar biological action to reduce the amount of single compounds. This could make LC-MS less sensitive. In particular, when targeted LC-MS analyses are carried out, for instance searching for DEX, sensitivity is decreased when DEX is not the major component of the cocktail or is entirely substituted with other corticosteroids. With regard to the results of histological analyses, it should be noted that while only four samples could be reliable considered as putative positive, others were considered dubious, including some those included in group B. In fact, the efficacy of the histological method has been recently challenged because of the lack of appropriate reference material considering the evolving nature of animal-rearing practices [41]. Furthermore, administration of corticosteroids leads to thymus cortical atrophy and ‘starry sky’ appearance. However, age-associated thymic involution was evidenced in cattle as in other mammals. As the animals included in the present study were mostly all over 12 months old and most around 15–18 months of age, several positive cases might have been considered negative or dubious because natural thymic involution could not be distinguished from the effects of corticosteroid treatment. On the other hand, the biological effects of corticosteroids on gene expression data were proved to persist several days after time of withdrawal [11,12,42] and thus may evidence the anabolic treatments even when the active compound and its metabolites have been excreted and they are no longer detectable, as mentioned above.

If the working hypothesis of all animals in group B being putative positive were correct, the number of suspect cases would be quite impressive. However, the actual importance of growth-promoter abuse in beef cattle is known to be underestimated [43] because highly informative analytical methods are used on just a small number of cases and often such methods are not sensitive enough to detect residues of low dosage cocktails. This prompts for the development and use of more reliable and cost effective screening tools.

## Conclusions

The present work showed that it might be possible to use just a few gene markers for highly reliable sample classification. However, global transcriptomic tools (DNA microarrays, RNA-seq) are becoming increasingly affordable and rapid, and soon a whole-transcriptome analysis will be feasible in routine practice. Such an approach avoids a priori selection of candidate markers, allows the identification of complex transcriptomic signatures through functional annotation and enables the comparison with other -omic and analytical/chemical studies. This will lead toward meta-analysis of data from controlled experiments as well as field studies and in turn, to the identification of indirect biomarkers less influenced by unknown variables.

## Methods

### Animals and sampling

Tissue samples from a specific anterior limb muscle (*Biceps brachii*) were collected, immediately after slaughtering, from 25 beef cattle randomly selected in 10 different batches and stored in 2 mL RNAlater solution (Ambion, Monza, Italy) at −20°C until extraction. Urine samples were collected during slaughtering from the bladder and each sample, without any preservative, was divided in 15 mL aliquots and stored at −20°C until the analysis. Sample collection was part of a monitoring program on anabolic treatment targeted on indirect biomarkers. The sampling was managed by the Regional Veterinary authorities (Veneto, Italy) and carried out by trained veterinarians. The animals were vaccinated against the main respiratory diseases and treated regularly against parasites typical of the species. They were healthy at *ante-mortem* inspection, passed *post-mortem* inspection, and their meat was approved for human consumption. All individuals were male, their age ranged between 12 and 24 months, and weight between 300–500 kg. The majority of the commercial samples were Charolais, Limousine, or mixed breed (Charolais×Limousine).

Two additional sets of samples from previous controlled experiments were included as negative controls: one set included 5 samples from mixed-breed (Charolais×Limousine) 18 months old male bulls, ~450 kg mean body weight, while the second one included 13 samples from male Holstein beef cattle between 13 and 18 months old, 500–670 kg body weight. The control animals came from experiments conducted according to the guidelines of Italian law (DL 116/92) and European legislation (11 and subsequent amendments) for care and use of experimental animals, and the studies were approved by the Italian Ministry of Health ethical committee.

### LC-MS analysis

#### Chemicals

All solvents for LC-MS were HPLC or analytical grade and purchased from Carlo Erba Reagenti (Milan, Italy). The water used was purified using a Milli-Q system (Millipore, Bedford, MA, USA). Sodium acetate trihydrate and the enzyme for phase II metabolite deconjugation (*Helix pomatia* preparation) were purchased from Sigma-Aldrich (St. Louis, MO, USA). Dexamethasone was purchased from Steraloids (Newport, RI, USA). Cortisol-d4 (internal standard) was obtained from CDN Isotopes (Pointe-Claire, Quebec, Canada).

### Standard solution

Stock solutions of reference standard (1 mg/mL) were prepared in methanol; working solution (1 μg/mL and 0.1 μg/mL) were prepared, monthly, by successive tenfold dilution with methanol and stored in the dark at −20°C. Standard curves were prepared daily by dilution of working solution in water–methanol-formic acid (50:50:0.1, v:v:v) to obtain seven concentration levels ranging from 0.1 to 25 ng/mL.

### Sample preparation

After centrifugation, a 5 mL aliquot of urine was spiked with 25 μL of the internal standard solution (1 μg/mL). The pH was adjusted to approximately 5 by adding 15 ml of 1 M pH 5 acetate buffer, then 50 μL of *Helix pomatia* juice was added to the sample and enzymatic hydrolysis was carried out overnight at 40°C. The preparation was repeated on two separated aliquots, including or omitting the *Helix pomatia* preparation addition and incubation.

Subsequently, 16 mL of the sample was applied to Strata C18-U SPE cartridges (500 mg, Phenomenex, Bologna, Italy) previously activated with 5 mL of methanol and 5 mL of water. After washing with 5 mL of water and 10 mL of methanol–water (20:80, v/v), analytes were eluted with 2 ml of methanol. Then, the extract was applied to Strata NH_2_ cartridges (100 mg, Phenomenex, Bologna, Italy), previously activated with 1 mL of methanol. Purified extracts were evaporated and reconstituted in 500 μL of water–methanol-formic acid (50:50:0.1, v:v:v).

### Liquid chromatography

An Accela 600 HPLC pump with CTC automatic injector was used (Thermo Fischer Scientific, San Jose, CA, USA). Reversed-phase liquid chromatography was performed on a 100 × 2.1 mm i.d., 1.9-μm Thermo Hypersil Gold column. The mobile phases consisted of (A) 0.1% formic acid (v/v) in water and (B) 0.1% formic acid in methanol. The mobile phase composition (A:B; v/v) was: 90:10 at 0 min, 10:90 at 21 min, and 90:10 from 22 to 25 min; the flow rate was set at 200 μL/min. The sample trays was maintained at 4°C. A sample volume of 10 μL was injected.

### Mass spectrometry

Mass spectrometric analysis was performed on a LTQ XL ion trap (Thermo Fischer Scientific, San Jose, CA, USA), equipped with a heated electrospray ionization (HESI-II) probe operating in negative ion mode with the following condition: sheath and auxiliary gas (nitrogen) flow 30 and 10 arbitrary units, respectively; ion spray voltage 2 kV; capillary temperature 275°C; capillary voltage −13 V; tube lens −68 V. Helium was used for collision-induced dissociation.

As already reported [44], in ESI- corticosteroids give an abundant and unique adduct with the conjugated base of the organic acid used; two product ions were obtained employing the formate adduct [M+COOH]^-^ as precursor ion for MS^2^: the pseudomolecular ion [M-H]^-^ and the fragment [M-CH_2_O-H]^-^ which was indicated as corresponding to cleavage of the C21 side chain with loss of formaldehyde [45]. As the [M-H]^-^ ion was not specific, the [M-CH_2_O-H]^-^ ion was used as precursor for MS^3^ to have additional diagnostic ions to obtain a full identification of the analytes. To perform MS^2^ and MS^3^, the precursor isolation was set to 2 Da; precursor ions, product ions and collision energies are shown in Table 6.

**Table 6:** Molecular weights and diagnostic ions of the investigated corticosteroids

**compound**	**MW**	**P.I.(m/z) [M+COOH]**^**-**^	**C.E. MS**^**2**^	**P.I. (m/z) MS**^**2**^	**C.E. MS**^**3**^	**Product ion (m/z) MS**^**3**^
Dexamethasone	392	437	15	361	20	292,307 ^b^,325,345 ^a^
Cortisol-d4 (IS)	364	411	12	335	-	-

C.E. collision energy % - P.I. precursor ion.

^a^ quantifier ion. ^b^ identifier ion.

Xcalibur (version 2.1) data acquisition software from Thermo was used.

### Calibration and quantification

Calibration lines were constructed using pooled urine obtained from samples collected during several experimental plans from bovine of different age and breed.

Pooled urine samples, with no residues of DEX, were spiked with 2.5 ng/mL of IS and with DEX to obtain a concentration range of 0.2-10 ng/mL.

Quantification was based on peak area ratios of the analyte to the IS and a least-squares linear regression analysis was performed to calculate calibration curves.

### Method validation

The validation study was carried out at three concentration levels by the analysis of pooled urine samples spiked with 0.25, 0.50 and 2.5 ng/ml of DEX. To each sample 2.5 ng/mL of the I.S. cortisol-d4 was added, and six replicates of each sample were analyzed on three different days to evaluate the recovery (internal standard corrected) and the precision in term of repeatability (within day) and within laboratory reproducibility (different operators and environmental conditions).

For DEX, the limit of detection (LOD) was calculated as the mean plus three times the standard deviation of the signal-to-noise ratio of 20 representative blank urine samples; the limit of quantification (LOQ) was calculated as the mean plus ten times the standard deviation of the signal-to-noise ratio of 20 representative blank urine samples; the decision limit (CCα) and the detection capability (CCβ) were calculated according to the ISO standard 11843 [46].

### Microarray experiments

#### RNA extraction

Total RNA was extracted from 30 mg tissues using the RNeasy Mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The concentration of RNA samples will be measured using a UV–vis spectrophotometer NanoDrop ND-1000 (Nanodrop Technologies, Wilmington, DE) and RNA a was estimated running each sample on a RNA-chip in an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). RNA integrity number (RIN) index was evaluated using the Agilent 2100 Expert software. RIN is a numerical assessment of the integrity of total eukaroyte RNA samples based on the entire electrophoretic trace of the RNA sample rather than the ratio of the ribosomal bands and allows to standardize the interpretation of RNA quality. In the present study a conservative threshold was enforced in order to reduce experimental biases due to poor RNA quality. To ensure optimal data quality, only RNA samples with RIN number ≥7.0 were included in the analysis as suggested by protocols for microarray experiments.

### RNA amplification, labeling and hybridization

Sample labeling and hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol. Briefly, for each sample 200 ng of total RNA were linearly amplified and labeled with Cy3-dCTP. A mixture of 10 different viral poly-adenilated RNAs (Agilent Spike-In Mix) was added to each RNA sample before amplification and labeling, to monitor microarray analysis work-flow. Labeled cRNA was purified with Qiagen RNeasy Mini Kit, and sample concentration and specific activity (pmol Cy3/μg cRNA) were measured in a NanoDrop ND-1000 spectrophotometer. A total of 1,650 ng of labeled cRNA was prepared for fragmentation adding 11 μL 10× Blocking Agent and 2.2 μL of 25× Fragmentation Buffer, heated at 60°C for 30 min, and finally diluted by addition with 55 μL 2× GE Hybridization buffer. A volume of 100 μL of hybridization solution was then dispensed in the gasket slide and assembled to the microarray slide (each slide containing four arrays). Bovine-specific oligo-arrays (Agilent Bovine-Four-Plex G2519F) were used. For most of the transcripts represented on this array, two identical probes are synthesized at two distinct positions on the slide, therefore the average value between the intensities of the two replicate probes was used. The slides were incubated for 17 h at 65°C in an Agilent Hybridization Oven, subsequently removed from the hybridization chamber, quickly submerged in GE Wash Buffer 1 to disassembly the slides and then washed in GE Wash Buffer 1 for approximately 1 minute followed by one additional wash in pre-warmed (37°C) GE Wash Buffer 2. Hybridized slides were scanned at 5 μm resolution using an Agilent G2565BA DNA microarray scanner. Default settings were modified to scan the same slide twice at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%). Microarray data have been deposited in NCBI's Gene Expression Omnibus [47], and are accessible through GEO Series accession number GSE26318.

### Normalization of microarray data

The two linked images generated from the scanned slide were analyzed together, data were extracted and background subtracted using the standard procedures contained in the Agilent Feature Extraction (FE) Software version 9.5.1. The Feature Extraction software returns a series of spot quality measures that enable to evaluate goodness and reliability of spot intensity estimates. Additionally, in each sample, spike-in viral poly-adenilated RNAs were added before sample processing to provide an internal quality control. Each spike-in RNA has a different known concentration following a dilution series and there are 32 replicate probes for each spike-in RNA on the array. All samples (negative, positive, and unknown samples) were then normalized together in a single run to avoid potential biases. After normalization, spike intensities are expected to be uniform across the experiments of a given dataset. Based on the comparison of spike-in probe signal between arrays after normalization, cyclic loess approach was chosen. All control features except for Spike-in (Spike-In Viral RNAs) were excluded from subsequent analyses. After normalization, a further quality control step was performed by removing all probes with intensity values lower than the second lowest spike-in concentration because this value was considered too close to the limit of detection. So, probes with intensity values <4 in at least 30 of the 43 samples were removed from the dataset. Filtering and normalization procedures were performed using R statistical software available at http://www.r-project.org/.

### Quantitative (q)RT-PCR

A set of 10 genes (see Additional file 3) was validated by real-time RT-PCR. This validation step provided independent validation of microarray data. For each selected target gene and for the reference gene (RS5), a (q)RT-PCR assay was designed. Gene–specific primers that encompass one intron were defined for each transcript (except for HOXA9 gene) using the program Primer Express version 2. To design intron-spanning primers, putative intron-exon boundaries were deduced from the Genome Browser Database (http://genome.ucsc.edu/cgibin/hgGateway?hgsid=105081852&clade=vertebrate&org=Cow&db=0).

One microgram of the total RNA for each sample was reverse transcribed to cDNA using Superscript II (Invitrogen, Milan, Italy). An aliquot (2.5 μL) of diluted (1:50 or 1:100) cDNA template was amplified in a final volume of 10 μL, containing 5 μL of KAPA SYBR® FAST Universal 2X qPCR Master Mix (Kapa Biosystems, Inc., Woburn, MA, USA), 0.25 μL of each gene specific primer (10 μM). The amplification protocol consisted of an initial step of 2 min at 95°C, followed by 45 cycles of 3 s at 95°C and 40 s at 60°C. All experiments were performed in a LightCycler 480 instrument (Roche Diagnostics, Milan, Italy). To evaluate the efficiency of each assay, standard curves were obtained amplifying two-fold serial dilutions of the same cDNA, which was used as calibrator. For each sample, the Crossing Point (Cp) was used to determine the relative amount of target gene; each measurement was made in duplicate and normalized to the reference gene RS5, which was measured in duplicate as well.

### Statistical analyses

PCA on normalized and filtered gene expression data was carried out using the TMEV suite [48,49]. Sample classification into two classes was based on visual inspection of PCA plots. A two-class non parametric test for unpaired data was implemented in the program SAM [50], to identify differentially expressed genes between classes, enforcing a FDR of 0% and a FC of 2. Sample class prediction was carried out using the program PAM [51], available online at http://www.stat.stanford.edu/~tibs/PAM. All other statistical tests (ANOVA, Spearman rank correlation test, Fisher exact test) were carried out in R using the RCommander GUI [52].

### Functional annotation

Enrichment analysis on differentially up- and down-regulated genes was performed using the Functional Annotation tool available in the DAVID Database (http://david.abcc.ncifcrf.gov/). GO terms and KEGG pathways included in the DAVID knowledgebase were considered. For KEGG terms, the following parameters were used: gene count 4, ease 0.05. For GO Biological Process, Cellular Component and Molecular Function BP_FAT, CC_FAT, MF_FAT respectively, with gene count 4, ease 0.05 were used.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SP was involved in carrying out microarray experiments, microarray data analyses, qRT-PCR validation and writing the draft manuscript. GG carried out LC-MS/MS analyses. CM and FC participated in the study design, analyzed LC-MS/MS, and contributed to drafting the paper. MC contributed to study design and data interpretation. SF and CP were involved in microarray data analysis. LP coordinated sample collection and was involved in data analysis. LB conceived the study, supervised microarray experiments and data analysis, and participated in drafting the manuscript. All authors read and approved the final manuscript. DAVID Database, http://david.abcc.ncifcrf.gov/, 15^th^ May 2012. Genome Browser Database, http://genome.ucsc.edu/cgibin/hgGateway?hgsid-=105081852&clade=vertebrate&org=Cow&db=0, 25^th^ November, 2010.

## Supplementary Material

Additional file 1 Table of the up-regulated genes identified by SAM analysis. Click here for file

Additional file 2 Table of the down-regulated genes identified by SAM analysis. Click here for file

Additional file 3 Table of genes and primers used in the Real-time PCR validation assays. Click here for file

# Supplementary material for: Transcriptomic markers meet the real world: finding diagnostic signatures of corticosteroid treatment in commercial beef samples
**Source:** BMC Vet Res. 2012 Oct 30;8:205. doi: 10.1186/1746-6148-8-205
**Supplement:** Additional file 3 — Table of genes and primers used in the Real-time PCR validation assays.

**Genes and primers used in the Real-time PCR validation assays**

| **GENE SYMBOL** | **GENBANK ACCESSION** | **PRIMER FORWARD** | **PRIMER REVERSE** |
| --- | --- | --- | --- |
| AMPD1 | XM_590320 | ATGTTCATGCTGGACGTCAGAC | TGCTCCTACGGGATTGTATTTGT |
| ANKRD35 | XM_592376 | CCTCAAGTGTGCTCCTCTTGTGT | GGGTGTACGTCCATCATTATCCA |
| BLVRB | NM_174251 | AATAGGGCTCTGGCCTGTCC | AGGTTTATTGCCCCCTTCCTT |
| DDIT4L | NM_001081519 | AGTAAGAACCCGGCCAGCA | AAATCATTTAGCAGGCTCCCC |
| GLUL | NM_001040474 | CAACCGAAAGCCTGCAGAGA | GCTGGTTGCTCACCATGTCC |
| HOXA9 | XM_865658 | TATGAAACCGCCATTGGGC | GCGTTCAGCCTGATGGAAAC |
| MEN1 | XM_587110 | GCAATGTGCGCGAAGCTCT | CACGGCAGTAGTTGTAGTCCTGG |
| NAT14 | NM_001037245 | GCTGAAGGCTGGCGTGAA | AAGGAGGCCAGGACGAA |
| S100-B | NM_001034555 | TCAGGACGCCGAAACCAGA | CGGCCTTCTCTAACTCAGACATG |
| SIRT3 | XM_874069 | CTGGCCTCGTATTCCAGGTG | CCCCCTCCAGTGTCACTTGA |
| RS5 (reference) | XM_589989 | CATCAAGACCATTGCCGAGTG | CGTAGGAATTGGAGGAGCCCT |

How the deposited data were processed for this re-analysis (not part of the article)

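Biceps brachii muscle of 43 male cattle was measured on single-colour bovine oligonucleotide arrays, with 1 animal per array. The conditions were 4 positive animals, 21 unknown commercial animals, 5 cross-breed controls and 13 Holstein controls. For the comparisons of group B (14 arrays) and group A (16 arrays), animals were grouped as the paper prints them in Fig. 3B, and the groups 1 to 4 are those of Fig. 3A. Because the paper drew these groups from the same arrays, their p describes a separation and is not independent evidence.

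Per the file headers, the values for each spot are intensities from 2 scans at high and low sensitivity, combined by the scanner software. The processed intensities, as deposited by the authors, had been corrected for background and detrended by that software, with a surrogate value where a spot was not significantly above background, and had not been normalized between arrays. The software was Feature Extraction 9.5.1.1 on 38 arrays, 9.1.3.1 on K7 and K8 and 9.5.3.1 on K10, K11 and K12. The series matrix holds intensities on a linear scale that the authors had normalized. Mean signals and local backgrounds of the spots were used for normexp background correction only.

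Processed intensities of 43310 spots, with 320 spike-in spots among them, were log2-transformed and normalized over the 43 arrays by cyclic loess (limma 3.58.1 in R 4.3.3, fast method, 3 iterations). Spots marked as outliers by the scanner software were then left out and the spots of a probe averaged. Probes with a log2 signal under 4 on at least 30 arrays were removed, which left 16354. Of 21475 probes, 13906 were named through a table of gene symbols and accessions, and 7569 kept the name in the files. A probe counted as well above background, or as saturated, on an array where at least 1 of its spots without an outlier mark was. The precision of the arrays is given by the spike-in RNAs and by the share of spots well above background.

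Groups were compared with limma's linear model and moderated statistics on the arrays of both groups. Probes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Lists of genes were tested with limma's camera (two-sided, inter-gene correlation 0.01), with fry and with camera at an estimated correlation. The lists held genes of slow fibres, fast fibres, glycolysis, glucocorticoid response, olfactory receptors, voltage-gated potassium channels, calcium signalling, HOX genes, limb position, X inactivation, Y linkage, adipocytes, fibroblasts, blood and leukocytes. The lists, the comparisons and the alternatives were set before the data were examined, except where the text says otherwise. The HOX, limb position and X inactivation lists were written after the paper's own list of down-regulated genes had been read.

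Genes named in the text are those the paper names, the 3 probes with the largest fold change in each direction among called probes well above background on every array of the brighter group (group B against group A, and positive animals against cross-breed controls), and the genes of the HOX, limb position, X inactivation and Y linkage lists. Other names are given as chosen after their values were seen.

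Component scores were compared by exact permutation tests, and correlations across genes by 100000 permutations (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). SAM and PAM were written from their definitions, SAM with 100 permutations and PAM with 2 probes kept. The limma models were tested on simulated data with 200 of 16354 probes changed by 2 on the log2 scale. They recovered 97% of these between groups B and A and 72% between positive animals and cross-breed controls. They recovered 95.5% between the unknown animals of both groups and 90% between the control groups, with 1 to 7 false calls. The simulated noise was independent between probes and arrays, with no effect of slide or scan day. These false calls therefore do not cover differences between batches.

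The alternatives were 75th percentile scaling, quantile normalization, cyclic loess on every pair of arrays, the series matrix, normexp background correction (offset 50), no filter on dim probes, a filter on signal well above background, probes scaled to unit variance in the PCA, a SAM statistic, rank-sum tests, ratios of unlogged means, and leaving out each array of a small group. Random blocks for slide and scan day (statmod 1.5.0), a second limit for dim probes, the comparison without animals 50 and 79, the comparisons on shared slides, further comparisons with the Holstein controls, the estimated correlation, the interaction and the classification of the Holstein controls were added after the data were seen. Breed, age and qRT-PCR values of single animals were not analysed here, and the breed and age relations were therefore left out. Of Additional file 1, 1999 of 2351 transcripts were at hand, and it was not used for overlaps.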

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

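The test of the difference between labelled and unknown animals, the classification of the Holstein controls, the tests on HOXA9, animals 50 and 79, and all counts over other splits were chosen after results were seen, while the test on slides was set beforehand.

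Within groups of 4 to 10 animals, single animals far from the others of their group were sought by Dixon's criterion. Of 141 groups, 9 held such an animal, where chance gives 7.0, so that these animals show no pattern beyond chance. P21 had 167 outlier spots (the other positive animals 16 to 31), and animal 79 had 541 (the other unknown animals of group B 1 to 69). The mean log2 signal of the 7 brightest spike-in RNAs was 12.07 in P54 and 12.37 to 12.43 in the other positive animals. Animal 29 scored -31.1 on component 2 of the PCA of 43 arrays (the other unknown animals of group B 25.5 to 58.2) and had a log2 signal of 14.70 for BLVRB (the others 13.9 to 14.29). Log2 signals lay apart for IL4 in K12 (1.95 against 2.4 to 2.54), PPP2CA in animal 81 (7.90 against 8.59 to 9.27), MYL6B in animal 76 (17.24 against 17.88 to 18.2) and LOC533625 in K10 (11.80 against 9.79 to 10.31). No biological explanation was tested for these animals. Arrays of low quality (animals 50 and 79) do not account for the difference between groups A and B, since 3847 probes were called without them.

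The change between positive animals and cross-breed controls differed from the change between the unknown animals of groups B and A in 1977 of 16354 probes (721 higher and 1256 lower, limma interaction), with 5334 at an unadjusted p under 0.05. Both changes were nevertheless alike in direction: 2228 probes were called in both comparisons, 2172 of them in the same direction. Pearson's r of the log2 changes over the 16354 probes was 0.616, though probes are not independent replicates. Chance can be excluded, as 1 of 100 splits of the animals, the real one, gave as many. Each of the 4 groups lies on slides of its own apart from the 4 unknown animals on the slides of the positive animals, so that slide and scan date may contribute as much as origin, treatment or breed. Slides that hold arrays of both groups A and B numbered 0 (slide or scan date), and the causes cannot be told apart.

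Importin 9 and PCCB classed 13 of 13 Holstein controls as positive, although these animals were not treated according to the paper and were not in its class prediction. This argues against a marker of corticosteroid treatment alone as what the pair of probes measures. With a limit midway between the training classes, importin 9 alone placed 13 Holstein controls on the positive side and PCCB alone 2, so that the argument rests on importin 9. Breed and batch stay open, since slides that hold both control groups numbered 0 (slide, scan day or scanner).

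HOXC6 was at least 80.3-fold higher in the positive animals than in the cross-breed controls, and the paper does not discuss it. These groups share no slide, scan day or scanner. Across all 43 animals HOXC6 split the same animals as HOXA9. For HOXA9, slide and scan date are argued against by 10 pairs of arrays of both levels that were scanned on one day. These pairs are not independent, since the low level came from animals 36 and 58 alone there. Tissue taken from another muscle or body position could not be decided: of the HOX and limb position probes other than those of HOXA9 and HOXC6, 2 of 15 split the same animals (Fisher's exact test, p = 0.00320), and without TBX15, which had also been singled out by its values, 1 of 14 did (p = 0.0760). Of the fast fibre genes 2 of 8 probes, and of the glycolytic enzymes 3 of 12, also split the same animals. This does not count against another muscle, since the paper states that muscle type affects gene expression.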

How the results depend on the processing

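The random blocks, the second limit for dim probes, the common fit of 43 arrays, the estimated correlation and the comparisons without animals 50 and 79 were chosen after the data were seen, while the other settings named here were set beforehand. Of 43 genes and comparisons named in the text, 31 kept their call and direction under all alternatives run, 12 changed their call under at least 1, 9 of them under an alternative other than normexp background correction, and 0 reversed.

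Normexp background correction lowered the counts of called probes to 848 between groups B and A, 1048 between the unknown animals of both groups, 1375 between positive animals and cross-breed controls and 1348 between the control groups. It lowered the median SD of the spike-in RNAs to 0.934 and component 2 of the PCA of 30 arrays changed to 16.9%. Without a filter on dim probes, 7589 probes were called between positive animals and cross-breed controls. The cause was not tested.

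In the PCA of 43 arrays, component 1 took 29.9% with quantile normalization and 30.9% with cyclic loess on every pair of arrays. With probes scaled to unit variance, component 2 took 14.5% and both components 39.2% there, and component 1 took 31.5% and both 45.5% in the PCA of 30 arrays. With 75th percentile scaling, component 2 of 30 arrays took 20.9% and both took 56.4%. The cause was not tested.

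Of the lists of genes, 4 passed camera between groups B and A, but 2 with 75th percentile scaling, 7 with fry and 0 with an estimated correlation. Between positive animals and cross-breed controls 5 passed, but 9 with fry and 0 with an estimated correlation. The cause was not tested.

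Slide or scan day as a fixed term gave no value, because no slide and no day holds both groups. As random blocks, they gave 3288 and 2924 probes between groups B and A. Signal over background limits the dim probes, such as those of IL4, MYH15 and most olfactory receptors, for which the filter decides whether they are tested.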

Differences from the paper's values

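The variance shares, counts and fold changes below come from tests and settings set before the data were examined, and the second limit for dim probes was chosen after the values were seen.

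In the PCA of 43 arrays, the paper's share of component 1 is 42.8%, and 26.1% was found here. Quantile normalization (29.9%) and cyclic loess on every pair of arrays (30.9%) came within 1.5 times of it, while 75th percentile scaling (25.4%), the series matrix (25.6%), normexp background correction (26.2%), no filter on dim probes (28.0%), the filter on signal well above background (27.8%) and unit variance (24.6%) did not. The paper's share of component 2 is 28.4%, and the 20.4% found here came within 1.5 times of it, while quantile normalization (18.3%), cyclic loess on every pair of arrays (18.0%) and unit variance (14.5%) did not. The paper's share of both components is 71.2%, and 46.5% was found here. Quantile normalization (48.2%), cyclic loess on every pair of arrays (48.9%), no filter on dim probes (48.3%) and the filter on signal well above background (48.1%) came within 1.5 times of it, while 75th percentile scaling (45.6%), the series matrix (45.6%), normexp background correction (47.2%) and unit variance (39.2%) did not.

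The paper's filter removed 1340 probes, and the one applied here removed 5121. With the other normalizations it removed 5397 (75th percentile scaling), 5657 (quantile normalization), 5619 (cyclic loess on every pair of arrays), 5606 (series matrix) and 0 (normexp background correction), all of which differ as well. The second limit for dim probes, chosen after the values were seen, removed 3868.

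The paper's number of olfactory receptor transcripts higher in group B is 56, and 7 probes were called higher here. All alternatives differ as well, with 6 under 75th percentile scaling, 5 under quantile normalization, 5 under cyclic loess on every pair of arrays, 2 with the series matrix, 1 under normexp background correction, and 115 both without a filter and with the filter on signal well above background.

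The paper's array fold change of SIRT3 is 2.4, and 1.63 was found here. For fold changes, values were held to differ where their log2 values lay farther apart than the SD between animals under the same setting (0.562 for SIRT3), a limit that 1.63 barely passes. By this limit there is no difference with 75th percentile scaling (1.86), quantile normalization (1.70), cyclic loess on every pair of arrays (1.69), the series matrix (1.66) or normexp background correction (1.64), but there is one with the ratio of unlogged means (1.42).

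The paper gives PPP2R1A as up-regulated, and here its log2 change was -0.19. It gives IL4R as up-regulated, and of 2 probes A_73_113482 was called and A_73_112133 (0.36) was not. GLUL stayed under 2-fold (-1.90), where the paper gives more. The ratio of unlogged means gave -2.30, the paper's value. The slide as a random block, chosen after the values were seen, gave a log2 change of -1.12. GLUL also stayed under 2-fold with 75th percentile scaling (-1.85), quantile normalization (-1.82) and the series matrix (-1.85). It did so too with normexp background correction (-1.75) and cyclic loess on every pair of arrays (-1.48). Among the unknown animals alone its log2 change was -0.38.

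The paper's classifier uses importin 9 and PCCB, and the 2 probes picked here were those of HOXA9 and CB168928. The paper classes all unknown animals as their group, and 15 of 21 were classed so here. With the paper's genes, or with the probes picked from the series matrix, 21 were classed so.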

Other observations

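The tests on slides, on a glucocorticoid response and on signal near background were set before the results were seen, and the tests on dim probes, HOXA9, XIST and ZFY, the further comparisons and all counts over other splits were chosen after.

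Groups A and B differed in 3825 probes. Chance can be excluded for this count, for 4597 probes between positive animals and cross-breed controls, for 4041 between the unknown animals of both groups and for 3361 between the control groups, since in each case 1 of 100 splits, the real one, gave as many. The groups A and B had been drawn from the same arrays, so that this describes their separation only. Slide or scan date cannot be told apart from the groups, as 0 slides hold arrays of both. A glucocorticoid response could not be decided either. The genes that glucocorticoids induce had a median log2 change of -0.57 between positive animals and cross-breed controls, below 0 in all normalizations and filters run, but these animals share no slide, scanner or scan day, and a response that had ended before slaughter was not tested.

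The positive animals and the unknown animals of group B on the same slides differed in 0 probes (limma), with 1873 at an unadjusted p under 0.05. A count of 0 is reached by every split, 34 of 34, so that the splits decide nothing here. The genes that glucocorticoids induce were lower in the positive animals, with a median log2 change of -0.65 (camera adjusted p = 1.58e-08, fry 0.0151, estimated correlation 0.136). Fibroblast genes were also lower (camera adjusted p = 4.84e-06, fry 0.0666), as were leukocyte genes (0.0153 and 0.289).

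The unknown animals of group A and the cross-breed controls, which the paper places in one group, differed in 2533 probes (1065 higher and 1468 lower). Between the unknown animals of group B on other slides and the arrays of group B on the slides of the positive animals, 499 were called. The Holstein controls differed from group B in 2220 probes and from group A in 3189. Chance can be excluded for each of these counts (1 of 100 splits). Slide, scan day or scanner cannot be told apart from the groups in the first, as 0 slides hold both, and slide and scan day cannot in the others either, since the Holstein controls share 0 slides and 0 scan days with groups A and B and the second comparison is defined by slide.

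Olfactory receptor probes were higher in group B without the filter on dim probes, but not on every array. The median of the 265 probes was 2.59 to 3.0 in animals 29, 39, 52, 76 and 79. These lay within the range of group A, 2.23 to 3.27, and the other arrays of group B lay at 3.76 to 4.38. Signal near background stays open. Of the 115 called probes, 114 were well above background on most arrays of group B, but they had been chosen for being higher there, and 0 were so on all arrays of group B. A shift of all dim probes is argued against by the share called higher in matched lists, a median of 21.9%. With normexp background correction, the median log2 change of the 265 probes was 0.14, and 0 of 10000 matched lists had one as high. Under the filter, with 7 probes called higher and 13 lower, no such excess was seen. Both levels occurred on the same slide (animal 52 at 2.59, animals 60 and 61 at 4.16). Slide and scan date stay open for the difference between the groups, since no slide holds arrays of both.

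HOXA9 took separate levels over the 43 animals, and the animals at the low level are those in groups 3 and 4 of Fig. 3A. Slide or scan date is argued against by 10 pairs of arrays of both levels scanned on one day. These pairs are not independent. They come from animals 36 and 58 at the low level and 263, 265, 266, 269 and 270 at the high level. Of these, animals 36, 58 and 269 shared a slide. Corticosteroid treatment could not be decided, since 6 unknown animals of group A were at the low level and it is not known whether they were treated. Of 16 probes of HOX and limb position genes other than HOXA9, 3 split the same animals without overlap (Fisher's exact test, p = 9.76e-05), but HOXC6 and TBX15 among them had been singled out by their values. Without both, 1 of 14 did (p = 0.0760), so that tissue taken from another muscle or body position could not be decided. The split was also followed by 2 of 8 probes of fast fibre genes and 3 of 12 of glycolytic enzymes. This does not count against another muscle, since the paper states that muscle type affects gene expression. Groups 3 and 4 were drawn from a PCA of the same arrays, and the paper states that the muscle was the same. For the lower HOX and limb position genes of group B as a whole, the same explanation (tissue taken from another muscle or body position) stays open, since the 6 unknown animals of group A on the side of group B in HOXA9 speak neither for nor against it. Between groups B and A, 3 HOX probes were called higher and 7 lower (camera adjusted p = 0.0657, fry 1.26e-07), and 0 limb position probes higher and 4 lower, HOXA9 and SHOX2 (camera adjusted p = 0.0612, fry 7.56e-04). The counts adjusted over the list alone were the same.

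XIST was lower in group B. Female animals or female cells among the samples could not be decided. The cross-breed controls, whose XIST was like that of the unknown animals of group A, had a mean log2 signal of ZFY of 6.14, but a share of female cells would hardly change it. ZFY was lower in the unknown animals of group A than in the cross-breed controls (exact permutation test, p = 2.29e-04), and XIST differed by -0.1. Female cells could not be excluded there, since no array of a female shows the XIST signal they would bring, and XIST was higher in these animals (5.62) than in the unknown animals of group B (3.74), and slide or scan date cannot be told apart, as 0 slides hold these and other animals.

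Between groups B and A, 2 adipocyte probes (CIDEC, FABP4) were called higher and 1 (PCK1) lower (camera adjusted p = 0.449), 0 fibroblast probes higher and 1 (COL3A1) lower (0.675), and 0 leukocyte probes either way (0.675). Adjusted over the list alone, the counts were the same but for 0 fibroblast probes. These genes were named after their values were seen. Too few blood probes passed the filter on dim probes. Without it, 2 were higher and 1 lower, with a median log2 change of 1.012 (camera adjusted p = 0.385). Between the positive animals and the cross-breed controls, 4 adipocyte probes (CFD, CIDEC, FABP4, LPL) were called higher and 1 (PCK1) lower. Of the fibroblast probes, 1 (DCN) was called higher there and 5 (COL1A1, COL1A2, COL3A1, FN1, SPARC) lower, and of the leukocyte probes 0. These genes, too, were named after their values were seen, and the positive animals and cross-breed controls share no slide, scan day or scanner.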
